# Calorie restriction outperforms bariatric surgery in a murine model of obesity and triple-negative breast cancer

**DOI:** 10.1172/jci.insight.172868

**Published:** 2023-09-12

**Authors:** Kristina K. Camp, Michael F. Coleman, Tori L. McFarlane, Steven S. Doerstling, Subreen A. Khatib, Erika T. Rezeli, Alfor G. Lewis, Alexander J. Pfeil, Laura A. Smith, Laura W. Bowers, Farnaz Fouladi, Weida Gong, Elaine M. Glenny, Joel S. Parker, Ginger L. Milne, Ian M. Carroll, Anthony A. Fodor, Randy J. Seeley, Stephen D. Hursting

**Keywords:** Metabolism, Oncology, Breast cancer, Obesity

## Abstract

Obesity promotes triple-negative breast cancer (TNBC), and effective interventions are urgently needed to break the obesity-TNBC link. Epidemiologic studies indicate that bariatric surgery reduces TNBC risk, while evidence is limited or conflicted for weight loss via low-fat diet (LFD) or calorie restriction (CR). Using a murine model of obesity-driven TNBC, we compared the antitumor effects of vertical sleeve gastrectomy (VSG) with LFD, chronic CR, and intermittent CR. Each intervention generated weight and fat loss and suppressed tumor growth relative to obese mice (greatest suppression with CR). VSG and CR regimens exerted both similar and unique effects, as assessed using multiomics approaches, in reversing obesity-associated transcript, epigenetics, secretome, and microbiota changes and restoring antitumor immunity. Thus, in a murine model of TNBC, bariatric surgery and CR each reverse obesity-driven tumor growth via shared and distinct antitumor mechanisms, and CR is superior to VSG in reversing obesity’s procancer effects.

## Introduction

Obesity is an established risk factor for the development and progression of several breast cancer subtypes (1), including triple-negative breast cancer (TNBC), a breast cancer subtype with no targeted therapies and high rates of recurrence (2). The prevalence of obesity in American women now exceeds 40% (3), and effective interventions to lessen the procancer effects of obesity are urgently needed (4–6). Unfortunately, the current literature regarding the reversibility of the obesity–breast cancer link via weight loss interventions is limited. Epidemiologic studies clearly show that bariatric surgery reduces the risk of numerous obesity-associated cancers, including breast cancer (7–10). The most common weight loss surgery in the United States and worldwide is vertical sleeve gastrectomy (VSG) (11, 12). However, all types of bariatric surgery carry surgical complication risks, are very expensive, have strict exclusion criteria, and hence are unavailable to most women with obesity (13). Dietary interventions, which in theory represent widely available and inexpensive means through which weight loss may be achieved, are difficult for many people with obesity to sustain (14–17). Moreover, the epidemiologic literature is limited and inconsistent regarding the ability of dietary weight loss to reverse breast cancer risk or progression in women with obesity (18).

Obesity promotes breast cancer progression through multiple interacting mechanisms, including chronic inflammation. Indeed, obesity alters gene expression and dysregulates systemic adipokines, cytokines, prostaglandins, oxylipins, and other inflammatory markers to promote immunosuppression and procancer signaling in the tumor microenvironment (2, 19). Obesity-associated changes in gut microbial communities appear to contribute to the inflammatory and immune alterations via microbe-derived metabolites (20). Successful, sustained weight loss interventions can modulate many of these mechanisms (5, 21–24), though their causal relationships with reduced breast cancer burden remain unclear (25, 26).

Low-fat diet (LFD) regimens are the most commonly studied weight loss interventions in people with obesity but exhibit consistently poor long-term weight loss success (27). Calorie restriction (CR) is widely effective at reducing obesity-driven tumor incidence and progression in preclinical studies (1, 5) but difficult to implement in people. Intermittent CR (ICR) regimens, where periods of low-calorie consumption are interspersed with unrestricted eating, have emerged as effective weight loss interventions and are more easily implemented than chronic CR (CCR) (28).

Studies in obese animals that characterize the antitumor effects and mechanisms of weight loss achieved via bariatric surgery as compared with calorie restriction interventions (CCR or ICR regimens) have not yet been reported. We partially addressed this gap in a recent report—using the same murine TNBC model and dietary weight loss interventions studied here—and established that the genomic, epigenetic, and antitumor effects of obesity are reversible by CCR and ICR regimens, and, to a lesser extent, LFD (5). Herein, we verify and extend those findings to identify the shared and distinct antitumor effects and mechanisms of VSG relative to LFD, CCR, or ICR in a mouse model of obesity and TNBC. Specifically, we conducted 2 preclinical studies to test the hypotheses that i) weight loss induced by VSG or CR interventions reverses obesity-driven TNBC progression by remodeling the transcriptomic, epigenetic, and immune landscape of tumors and adjacent adipose tissue and ii) weight loss–mediated suppression of tumor growth is concomitant with alteration of intestinal microbiomes, circulating cytokines, and oxylipins.

## Results

### Bariatric surgery and LFD promote weight loss in obese mice, limit obesity-driven TNBC growth, and promote markers of antitumor immunity.

In study 1 (Figure 1A) we determined whether obesity-driven mammary cancer could be limited by weight loss resulting from VSG or LFD dietary change. Prior to surgery, DIO mice weighed significantly more than CON mice (Figure 1B). While all DIO mice exhibited some weight loss immediately after surgery, only DIO-VSG and DIO-LFD groups sustained this weight loss (Figure 1C and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.172868DS1). Prior to tumor cell injection and at the end of the study, DIO-HFD mice remained heavier than all other groups, and DIO-LFD mice weighed more than CON-LFD mice (Figure 1, D and E). Similarly, ex vivo tumor mass was greater in the DIO-HFD group relative to all other groups (Figure 1F). Tumor mass from DIO-VSG mice was not different from that of CON-LFD or DIO-LFD mice (Figure 1F). Tumor mass was greater in DIO-LFD mice relative to CON-LFD mice (Figure 1F).

We next sought to understand how body composition was altered by VSG and LFD interventions. MRI showed that, relative to the DIO-HFD regimen, each weight loss intervention resulted in reduced relative body fat and increased relative lean mass (Figure 1, G and H). These changes in body composition were largely explained by increased absolute fat mass in DIO-HFD mice relative to all other groups, with no change seen in absolute lean mass (Supplemental Figure 1, B and C). Paralleling this remodeling of adipose tissue, we found that leptin, resistin, glucagon-like peptide-1 (GLP-1), glucagon, TNF-α, and IL-6 were elevated in serum from DIO-HFD mice relative to CON-LFD, and DIO-VSG suppressed this obesity-driven increase (Supplemental Figure 2, A–F). Serum from DIO-LFD mice had a similar overall suppression of obesity-driven elevation of adipokines except glucagon and TNF-α (Supplemental Figure 2, A–F).

Given the similar profile of terminal body weight and tumor mass (Figure 1, E and F) and variation in tumor histology (Supplemental Figure 1D), we used mediation analysis to determine if changes in tumor mass could be explained by proportion of weight lost during the 11 weeks between pre-intervention and study endpoint. We employed mediation analysis to quantify the potential for intervention-driven weight loss to explain terminal tumor mass. Tumor mass was, in part, explained by the percentage of weight lost between weight loss interventions and study end (*P* = 0.0154) and in part by weight change–independent sources of variance (direct effects) (*P* = 0.004) (Figure 1I).

To better understand how these weight loss interventions altered tumor growth, we performed transcriptomic profiling of tumors using Affymetrix microarray, followed by gene set enrichment analysis (GSEA) (29) using Molecular Signatures Database (MSigDB) Hallmark gene sets (30). Relative to tumors from CON-LFD mice, tumors from DIO-HFD mice exhibited suppression of several immune-, differentiation-, and signaling-related gene sets (Figure 1J). Obesity-driven suppression of immune-related gene sets was effectively reversed by both DIO-VSG and DIO-LFD weight loss interventions (Figure 1J). To gain additional insight into the processes altered in tumor transcriptomic profiles, we performed GSEA using Gene Ontology Biological Processes (GOBP) (31) gene sets. To limit redundancy, we subjected all significantly enriched gene sets to enrichment mapping (32) and clustered by similarity coefficient to identify commonly enriched processes and themes. Immune-related signaling dominated the clusters identified for each binary comparison of DIO-HFD with CON-LFD, DIO-VSG, and DIO-LFD (Supplemental Figure 3, A–C).

### Bariatric surgery and dietary weight loss drive distinct transcriptomic changes in mammary adipose tissue.

To understand molecular alterations in adipose tissue gene expression accompanying the changes in body composition, we performed RNA-Seq transcriptomic profiling on mammary adipose tissue contralateral to the tumor. The comparisons of DIO-HFD versus CON-LFD, DIO-HFD versus DIO-VSG, and DIO-HFD versus DIO-LFD revealed numerous differentially expressed genes characterized by a preponderance of overexpressed genes in DIO-VSG relative to DIO-HFD and suppression of gene expression in CON-LFD and DIO-LFD relative to DIO-HFD (Figure 2, A–D).

In contrast to the tumor transcriptomic profiles, GSEA of RNA-Seq data revealed marked enrichment of inflammatory signaling in the mammary tissue from DIO-HFD mice relative to CON-LFD (Figure 2E). Relative to DIO-HFD, weight loss by diet did not alter inflammatory signaling, and VSG only modestly altered inflammatory signaling (Figure 2E). Numerous obesity-driven changes in markers of growth/survival, metabolism, and differentiation were found in the comparison of adipose tissue from DIO-HFD mice with that of CON-LFD mice (Figure 2E). Adipose tissue from DIO-VSG and DIO-LFD mice showed restoration of many of these obesity-driven pathway alterations when compared with adipose tissue from DIO-HFD mice (Figure 2E).

### Bariatric surgery, but not LFD-driven weight loss, drives epigenetic alterations concordant with predicted mediators of transcriptomic changes in adipose from humans who underwent bariatric surgery.

We hypothesized that obesity and weight loss would promote transcriptomic reprogramming in part via changes in epigenetic regulation through DNA methylation. To test this hypothesis, we performed reduced-representation bisulfite sequencing (RRBS) on DNA isolated from mammary adipose tissue contralateral to the tumor. 

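The mammary adipose tissue of 14 female mice was measured, from 3 CON-LFD, 4 DIO-HFD, 3 DIO-LFD and 4 DIO-VSG mice. CON-LFD mice ate a diet with 10% of its calories as fat throughout, and the other mice ate one with 60% for 15 weeks. DIO-HFD mice then stayed on that diet, and DIO-LFD and DIO-VSG mice ate the 10% diet, the latter after vertical sleeve gastrectomy. Tumor cells were injected 7 weeks after the surgery or sham procedure, and tissue was taken 4 weeks after the injection. RRBS reads bisulfite-converted DNA at the ends of short fragments made by MspI, an enzyme that recognizes CCGG, and gives the methylated share of the reads at each cytosine covered. The authors aligned reads to mm10 with Bismark, made methylation calls with methylKit and removed 1 CON-LFD and 1 DIO-LFD mouse for poor sequencing quality. They deposited the level of each remaining mouse as a fraction from 0 to 1 at 75761 sites, with the nearest transcript of each site and flags for promoters, exons, introns, CpG islands and upstream elements. No level was missing. The table holds levels without read counts, so the depth behind each level is unknown and no interval is given for the level of a single mouse. In mm10, 75749 of the sites lie at the C of a CpG, and 24757 sites (32.7%) lie within CCGG. The standard deviation of the level across the 14 mice was under 0.05 at 10151 sites, which were left out as the methods of the paper prescribe, and 65610 sites were tested. Each level b was transformed to M = log2((b + 0.01)/(1 − b + 0.01)), and limma was fitted to the 4 groups in 1 model, with the Benjamini-Hochberg adjustment over the tested sites. The paper's text names this adjustment and leaves the test to a reference, so the choice of limma is that of the re-analysis. On levels simulated for 65610 sites, with 200 sites changed by 4 in M, this test recovered 157 and 156 of them in 2 runs, with 17 and 13 false calls. It recovered 39 and 24 of 200 sites changed by 2.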

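Averaged over the tested sites, methylation was 63.0% ± 2.11 (SD, n = 3) in CON-LFD mice and 59.7% ± 4.38 (SD, n = 4) in DIO-HFD mice. It was 63.1% ± 1.93 (SD, n = 3) in DIO-LFD mice and 64.6% ± 0.310 (SD, n = 4) in DIO-VSG mice. Among the DIO-HFD mice, replicate 1 had a mean of 66.2%, above the 57.2%, 57.6% and 57.6% of replicates 2, 3 and 4. Relative to DIO-HFD mice, the mean was higher by 3.33 percentage points in CON-LFD mice (two-sided exact permutation test, p = 0.229) and by 3.43 in DIO-LFD mice (exact p = 0.229). The difference was 4.89 percentage points in DIO-VSG mice (exact p = 0.143), and DIO-VSG mice lay 1.46 percentage points above DIO-LFD mice (exact p = 0.286). After adjustment over the 4 comparisons each exact p was 0.286. The smallest p that this exact test allows is 0.0571 for 3 mice against 4 and 0.029 for 4 against 4. Without DIO-HFD replicate 1, the differences from DIO-HFD mice were 5.52 percentage points for CON-LFD, 5.62 for DIO-LFD and 7.08 for DIO-VSG mice. Their exact p-values were then 0.1, 0.1 and 0.0571, the smallest that the remaining mice allow. The 4 groups accounted for 32.6% of the squared distances between mice over all tested sites (one-sided permutation test of the distances, pseudo-F = 1.61, p = 0.0925), and for 50.2% without DIO-HFD replicate 1 (pseudo-F = 3.02, permutation p = 0.00297).

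**Figure D1:**
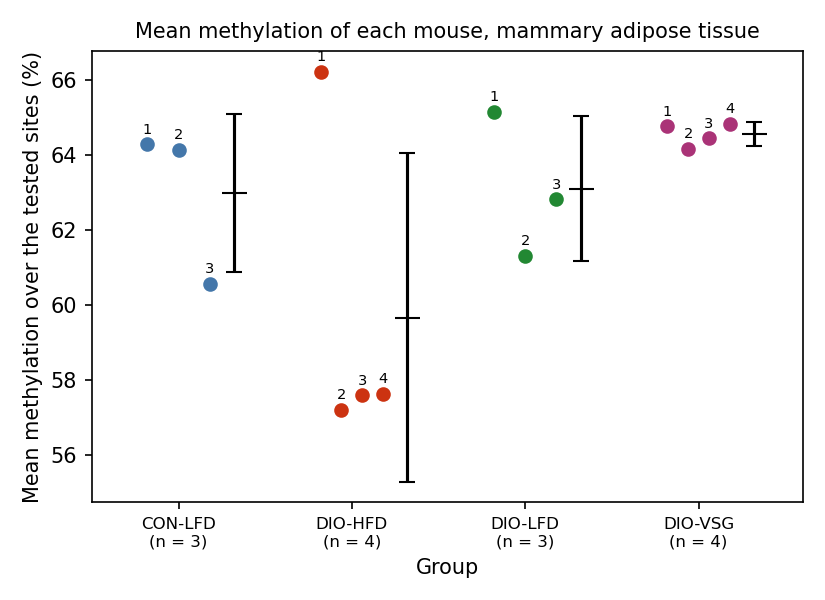
Mean methylation of each mouse over the tested sites, in percent, by group. Each point is 1 mouse with its replicate number, and the bar beside each group gives the mean and SD; DIO-HFD replicate 1, at 66.2%, lies above the other 3 DIO-HFD mice.

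By limma with adjusted p under 0.05, 0 sites differed between CON-LFD and DIO-HFD mice, 2 between DIO-LFD and DIO-HFD mice, and 2 between DIO-VSG and DIO-HFD mice. At an unadjusted p under 0.05 there were 5094, 6614 and 16433 sites in these 3 comparisons, where 3280 would be expected by chance. Of these, 3939, 5195 and 13250 had a higher level than in DIO-HFD mice, which is 77.3%, 78.5% and 80.6%. With each mouse centred on its own median, the shares with a higher level became 55.0%, 55.5% and 43.2%; centring by itself moves this share toward 50%. All mice of a group lay on one side of all DIO-HFD mice at 4.68% of sites for CON-LFD, 4.80% for DIO-LFD and 7.58% for DIO-VSG, where chance gives 5.71%, 5.71% and 2.86%. The counts with an adjusted p under 0.05 moved most without DIO-HFD replicate 1, to 7852, 9551 and 22557 sites. With 1 of the other mice left out they were at most 6 for CON-LFD (without CON-LFD replicate 1 or DIO-LFD replicate 2), 36 for DIO-LFD (without DIO-LFD replicate 2) and 19 for DIO-VSG (without DIO-VSG replicate 2). The counts at an unadjusted p under 0.05 moved too. With 1 mouse left out they ranged from 2612 to 20299 for CON-LFD, 3828 to 21387 for DIO-LFD and 9465 to 29443 for DIO-VSG. Fitting only the 2 groups compared gave 2726, 3070 and 14059. The first 2 of these lie below the 3280 expected by chance.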

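Both comparisons with sites past the threshold called the same site of Ctnnb1, on chromosome 9 of mm10 at position 120933370. It lies within CCGG at -30 bp from the transcript start that the table gives, in a promoter and CpG island, and within the gene's annotated span from 120929216 to 120960507. Its level was 20.0% ± 5.78 (SD, n = 4) in DIO-HFD mice and is listed as 0 in each of the 3 DIO-LFD and 4 DIO-VSG mice. The difference in M was -4.67 in both, with SE 0.393 and adjusted p = 0.00140 by limma in DIO-LFD mice, and SE 0.364 and adjusted p = 0.000349 in DIO-VSG mice. CON-LFD mice, with levels of 14.3%, 30.4% and 11.8%, overlapped the DIO-HFD mice at this site. When limma was fitted to the levels themselves, the adjusted p of the site was 0.397 and 0.0740, and with 1 mouse left out in turn it stayed at or below 0.0103 and 0.00329. A site on chromosome 4 at 5763002, in an intron of Fam110b, which spans 5644090 to 6108223, was at 100% in every DIO-LFD mouse and at 81.2% ± 7.83 (SD, n = 4) in DIO-HFD mice. Its adjusted p of 0.00895 by limma rose to 0.0554 without DIO-HFD replicate 2 and to 0.0539 without DIO-HFD replicate 4. A site on chromosome 1 at 102628869, within CCGG at -214849 bp from the start of the snoRNA gene Gm23036 and with no flag in the table, was at 100% in every DIO-VSG mouse. It was at 79.1% ± 3.41 (SD, n = 4) in DIO-HFD mice (adjusted p = 0.000349 by limma, and at most 0.00341 with 1 mouse left out, but 0.0740 with the levels themselves). The calls at Ctnnb1 in both comparisons and at Fam110b were lost with an offset of 0.1 in M, and all calls were lost with trend and robust in eBayes. In CON-LFD mice the smallest adjusted p by limma was 0.110, at chromosome 17, position 81684328, in the span of Slc8a1 (81373105 to 81738377) and with no flag in the table. The level there was 99.1% ± 1.52 (SD, n = 3) against 81.6% ± 5.52 (SD, n = 4), and the adjusted p was 0.00740 without CON-LFD replicate 1, 0.00409 without DIO-HFD replicate 1 and 0.0444 without DIO-LFD replicate 2. Sites of Strip2 and Metap1, placed high in Fig. 3B, lie in promoters and CpG islands: Strip2 (chromosome 6, 29917094, in exon 1) and Metap1 (chromosome 3, 138489151, in an intron). Both sites lie within CCGG. Strip2 was at 44.3% ± 2.23 (SD, n = 4) in DIO-HFD mice and 1.34% ± 1.71 (SD, n = 4) in DIO-VSG mice. Metap1 was at 45.6% ± 5.86 (SD, n = 4) and 0.581% ± 1.16 (SD, n = 4). In each gene every DIO-VSG mouse lay below every DIO-HFD mouse (two-sided exact permutation test, p = 0.029), and the adjusted p by limma was 0.150. Both genes were taken from the labels of Fig. 3B for this comparison, each by its site with the smallest p. The exact p was therefore largely set by that choice. At all 13 labelled genes with a tested site the 2 groups did not overlap. DIO-LFD mice varied widely at these sites, with replicate 2 at 57.1% at Strip2 and 34.8% at Metap1, and replicate 3 at 0 at both. CON-LFD mice were at 32.3%, 54.3% and 0 at Strip2, and at 28.9%, 39.6% and 36.6% at Metap1. Fitted to DIO-VSG and DIO-HFD mice alone, limma gave adjusted p-values of 0.00759 for Strip2 and 0.00188 for Metap1. In the fit of all groups, both were also past the threshold without DIO-HFD replicate 1 (adjusted p = 0.0276 and 0.00344). Metap1 was past it without DIO-LFD replicate 2 (adjusted p = 0.000114). 

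**Figure D2:**
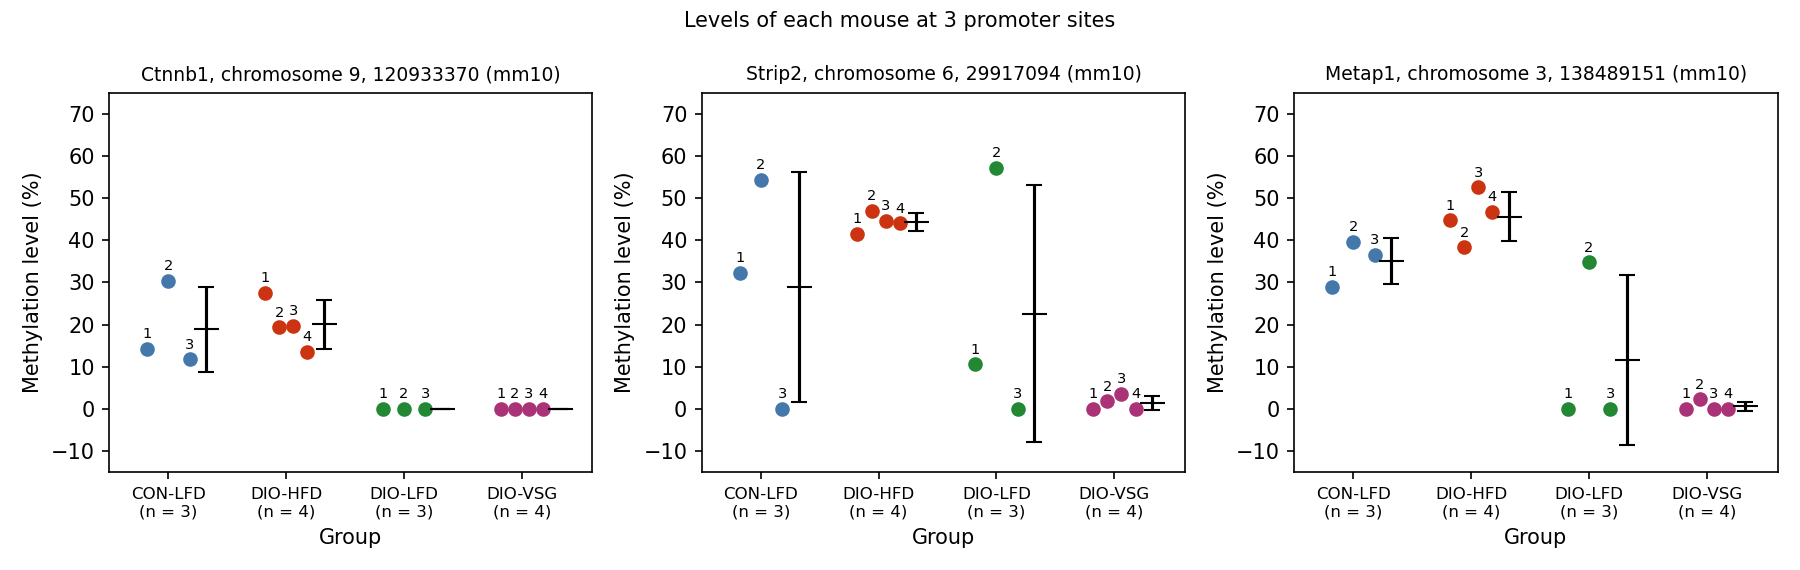
Methylation level in percent of each mouse at 3 promoter sites within CCGG, by group. Each point is 1 mouse with its replicate number, and the bar beside each group gives the mean and SD; the DIO-VSG mice lie near 0 at all 3 sites, and DIO-LFD replicate 2 lies at 57.1% at Strip2.

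Of the 15 genes labelled in Fig. 3B, 13 had a tested site, and at 12 of these the site lies within CCGG and was lower in DIO-VSG mice. Sites within CCGG in promoter CpG islands had a median level of 49.8%, against 23.5% at other sites there. Over 520 pairs there, the site within CCGG was on average at least 30.5 percentage points above another CpG within 50 bp in each mouse. The level at such a site, as at Strip2, Metap1 and Ctnnb1, may therefore not stand for its promoter. Of the 8 genes labelled in Fig. 3A, 3 had a tested site, and the adjusted p by limma was 0.666 at a site upstream of Ano10 (chromosome 9, 122297435, -3062 bp from the start) and 0.680 at a site upstream of P2rx4 (chromosome 5, 122695106, -12438 bp). Of the 14 labelled in Fig. 3C, 12 had one, and Ctnnb1 alone was past the threshold. A site upstream of Nav1 (chromosome 1, 135618006, -10712 bp) had an adjusted p of 0.499, and of 0.0111 without DIO-HFD replicate 1. The 16433 sites at an unadjusted p under 0.05 between DIO-VSG and DIO-HFD mice lay in introns at 46.2%, against 40.9% of tested sites, and in CpG islands at 16.1%, against 21.9%. Compared directly, DIO-VSG and DIO-LFD mice differed at 2 sites with an adjusted p under 0.05 by limma, and 2608 sites had an unadjusted p under 0.05. They were the site of Gm23036 (adjusted p = 0.0251) and a site on chromosome 15 at 4862190, within CCGG at -36547 bp from the start of Mroh2b (adjusted p = 0.0460). This count was 0 without CON-LFD replicate 3, DIO-HFD replicate 2 or 3, or DIO-VSG replicate 1, and 1 without DIO-VSG replicate 3. It was highest, at 13, without DIO-LFD replicate 2. With 1 mouse left out, the adjusted p reached 0.0771 at Gm23036 and 0.140 at Mroh2b, both without DIO-VSG replicate 3. Both calls were also lost with an offset of 0.1 in M. The differences from DIO-HFD mice were correlated across sites, with r = 0.596 between CON-LFD and DIO-LFD, 0.678 between CON-LFD and DIO-VSG, and 0.642 between DIO-LFD and DIO-VSG mice. Because these share the DIO-HFD mice, unchanged groups gave a median r of 0.430, 0.484 and 0.508 in 100 simulations, and 15, 8 and 11 of them gave an r as large. From its comparisons, the paper concludes that bariatric surgery, and not weight loss on the low-fat diet, drives epigenetic alterations that match predicted mediators of transcriptome changes in human adipose tissue after such surgery.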

Relative to DIO-HFD adipose tissue, CON-LFD adipose tissue contained 839 differentially methylated genes (DMGs), DIO-LFD adipose tissue contained 1,062 DMGs, and DIO-VSG adipose tissue contained 31,424 DMGs (Figure 3, A–D). To identify transcription factors predicted to regulate these DMGs, GSEA was performed on each pairwise comparison. Only the comparison of DIO-HFD and DIO-VSG demonstrated significant enrichment of transcription factors including NFKB1, BACH1, and FXR1 (Figure 3E). 

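A test of gene sets starts from the genes and their sites, of which 11825 genes had at least 1 tested site. By limma, 2700 of them (22.8%) had a site with an unadjusted p under 0.05 between CON-LFD and DIO-HFD mice, 3289 (27.8%) between DIO-LFD and DIO-HFD mice, and 5191 (43.9%) between DIO-VSG and DIO-HFD mice. Genes with such a site had more tested sites than the other genes, with means of 12.3 against 3.52 for CON-LFD, 11.5 against 3.23 for DIO-LFD and 9.15 against 2.68 for DIO-VSG mice. The C3 gene sets were not used here, so enrichment was not analysed here. The paper's enrichment concerns genes that the regulators are predicted to control. Sites of the regulators' own genes therefore do not test it. Of the 3 regulators, Nfkb1 and Bach1 are the nearest gene of 0 sites in the table. Fxr1 (chromosome 3 of mm10, 34019943 to 34070322) has 2 sites, both within CCGG in its promoter and CpG island. At position 34020234, the level was 51.9% ± 4.25 (SD, n = 4) in DIO-HFD mice and 71.6% ± 32.8 (SD, n = 4) in DIO-VSG mice (M higher by 3.03, SE 1.75, adjusted p = 0.280 by limma). DIO-VSG mice were at 45.8%, 100%, 100% and 40.6% there. At position 34020383, the levels were 46.7% ± 3.58 (SD, n = 4) and 35.2% ± 23.9 (SD, n = 4), and the difference in M was -1.61 (SE 1.56, adjusted p = 0.516 by limma). Without DIO-VSG replicate 2, which was at 0 at that site, M was higher by 0.0085 (adjusted p = 0.998). At neither site was the difference larger than the spread between DIO-VSG mice.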

Finally, we sought to determine if the transcription factors that were responsive to DIO-VSG–driven epigenetic changes were also responsive in human adipose tissue following bariatric surgery. We performed RegEnrich analysis of Gene Expression Omnibus (GEO) GSE59034 to identify likely transcriptional mediators of adipose remodeling in humans following bariatric surgery and found all 3 transcription factors (NFKB1, BACH1, FXR1) were significantly associated with gene expression changes following bariatric surgery (Figure 3F).

### Remodeling of fecal microbiotas is associated with weight loss and tumor size.

Using amplicon sequencing of 16S rDNA isolated from fecal matter, we first verified that CON-LFD and DIO-HFD microbiotas were distinct. DIO-HFD microbial communities had fewer observed sequence variants (SVs) relative to the CON-LFD group while Shannon index (which accounts for evenness of microbial composition) was unchanged (Supplemental Figure 4, A and B). β-Diversity was also distinct between CON-LFD and DIO-HFD microbiotas as illustrated by changes in proportional abundances of the 10 most prevalent genera and significant separation of groups by nonmetric multidimensional scaling (NMDS) plot of Bray-Curtis distances (Supplemental Figure 4, C and D). Both weight loss interventions and DIO-HFD reduced the number of observed SVs but not Shannon index relative to CON-LFD–associated microbial communities (Supplemental Figure 4, E and F). The proportional abundances of genera in fecal samples from both weight loss groups were more similar to one another than to other groups (Supplemental Figure 4G). NMDS plot of Bray-Curtis distances revealed close clustering of microbial communities among the weight loss interventions, of which both DIO-VSG– and DIO-LFD–associated communities were different from the fecal microbiota in CON-LFD mice. Further, fecal microbiotas from DIO-LFD were distinct from those from DIO-HFD mice (Supplemental Figure 4H). Finally, we tested the association of each genus with percentage body weight change and terminal tumor mass. While several genera were significantly associated with these percentage body weight changes, no genera were significantly associated with tumor mass (Supplemental Figure 4, I–K).

### Enhanced weight loss through either CCR or ICR more effectively limits obesity-driven TNBC growth than bariatric surgery and restores markers of antitumor immunity.

In study 1 (Figure 1I), weight loss was a significant mediator of smaller tumor size in both the VSG- and LFD-induced weight loss groups and potently remodeled adipose tissue in DIO-VSG mice. Hence, we sought in study 2 (Figure 4A) to determine if greater weight loss achieved through CCR or ICR would mimic or surpass bariatric surgery in limiting mammary cancer growth. As expected, DIO mice weighed significantly more than CON mice prior to weight loss (Figure 4B and Supplemental Figure 5A). While all weight loss interventions promoted significant weight loss, both DIO-CCR and DIO-ICR promoted greater and more sustained weight loss than DIO-VSG (Figure 4, C–E, and Supplemental Figure 5A).

Relative to CON-LFD mice, DIO-HFD mice had significantly larger tumors (Figure 4F). The mean tumor mass of DIO-VSG mice (0.92 ± 0.56 g) was not significantly different from either CON-LFD (0.88 ± 0.32 g) or DIO-HFD (1.20 ± 0.27 g) (Figure 4F). In contrast, mice from both CR interventions — DIO-CCR and DIO-ICR — had significantly smaller tumors relative to all other groups (Figure 4F). At study termination, DIO-HFD mice had a higher proportion of body mass accounted for by fat mass, and a lower proportion by lean mass, than mice from all other groups (Figure 4, G and H). As seen in study 1, increased absolute fat mass, without change in absolute lean mass, in DIO-HFD mice explained differences relative to CON-LFD and DIO-VSG mice (Supplemental Figure 5, B and C). Both DIO-CCR and DIO-ICR mice had reduced absolute fat mass and absolute lean mass relative to other groups (Supplemental Figure 5, B and C). Bariatric surgery changed the composition of lean and fat mass to be not different from CON-LFD mice (Figure 4, G and H). Chronic and intermittent calorie restriction both further reduced percentage fat mass and increased percentage lean mass relative to all other groups (Figure 4, G and H). Similar to study 1, we identified body weight loss (*P* < 0.0001), in addition to weight loss–independent effects (*P* < 0.01), as significant mediators of the antitumor effects resulting from the weight loss interventions in study 2 (Figure 4I). We identified changes in fat mass (*P* < 0.001) and fat mass loss–independent effects (*P* < 0.05) as significant mediators of the antitumor effects of the tested interventions (Figure 4J).

To understand signaling and pathways altered by the weight loss interventions, we performed tumor transcriptomic profiling followed by GSEA. Concordant with findings from study 1, we identified marked suppression of immune related gene sets in tumors from DIO-HFD mice relative to CON-LFD (Figure 5A). All weight loss interventions (DIO-VSG, DIO-CCR, DIO-ICR) reversed tumoral immunosuppression, as indicated by enrichment of immune-related gene sets relative to DIO-HFD (Figure 5A).

Given the prominent remodeling of obesity-driven adipose tissue dysfunction demonstrated in study 1, we next verified whether similar alterations of circulating adipokines were achieved following either dietary or surgical weight loss in study 2. Serum leptin and resistin levels were increased in DIO-HFD relative to CON-LFD mice (Figure 5, B and C). Both surgical and dietary weight loss reverted obesity-driven elevation of leptin and resistin levels, while only dietary weight loss reverted elevation of plasminogen activator inhibitor 1 (PAI-1) (Figure 5, B–D). Serum insulin-like growth factor 1 (IGF-1) was reduced in DIO-VSG, DIO-CCR, and DIO-ICR mice relative to CON-LFD mice (Figure 5E). Serum CXCL16 was reduced in all weight loss intervention groups relative to the CON-LFD group (Figure 5F). Serum TNF-α was reduced in mice that underwent VSG relative to DIO-HFD mice (Figure 5G). We also found overall suppression of oxylipins in adipose tissue from DIO-HFD mice relative to other groups, particularly DIO-VSG and DIO-CCR (Figure 5H).

### Sustained CR and bariatric surgery promote distinct changes in cecal microbial communities.

To assess whether DIO or weight loss in study 2 altered cecal microbial communities, we performed 16S rDNA amplicon sequencing. We found overall limited changes in α-diversity measures of microbial communities across groups as determined by the number of observed SVs and Shannon index (Figure 6, A and B). The β-diversity of cecal microbiotas was significantly different between all intervention groups, illustrated by NMDS plot of Bray-Curtis distances and the taxonomic profiles illustrating the top 10 identified genera (Figure 6, C and D). Additionally, we used Spearman correlation to identify genera significantly associated with percentage body weight change and tumor mass (Figure 6, E–G). Among numerous significant associations, only *Hungatella* was significantly associated with both tumor mass and percentage body weight loss.

## Discussion

Herein we demonstrate that VSG and CR reverse obesity-driven tumor growth via both distinct and shared mechanisms in a murine model of TNBC. Obesity-associated changes in transcripts, epigenetics, secretome, intestinal microbiota, and antitumor immunity all exhibited both redundant and distinct responses to VSG and CR.

We and others have established that obesity-driven immune cell dysfunction drives immunosuppression in the tumor microenvironment that can be reverted by CR regimens (5, 21–24). Further, recent work has demonstrated an association between bariatric surgery and restoration of antitumor immunity (33). We identified shared and unique transcriptional signatures indicative of restoration of antitumor immunity in mice receiving the VSG and CR regimens. These data are congruent with sizable literature supporting an immunomodulatory effect of bariatric surgery in both preclinical and patient-derived samples, principally in adipose tissue and not in the context of breast cancer (4). Indeed, we demonstrate extensive adipose reprogramming following weight loss and identify FXR1, NFKB1, and BACH1 as candidate transcriptional regulators that are common to both human and mouse adipose tissue reprogramming following surgical, but not dietary, weight loss. FXR1, NFKB1, and BACH1 are potent regulators of obesity-driven inflammation and metabolic dysfunction (34–36).

Using mediation analyses, we also found that the extent of total body weight loss or adipose weight loss, regardless of intervention, significantly mediates the reduction in tumor growth (Figure 1I and Figure 4, I and J). This conclusion is supported by substantial literature indicating that obesity-driven adipose inflammation promotes the pro-tumor effects of obesity in models of breast cancer (37).

The intersection of systemic energy balance, intestinal microbiotas, and antitumor immunity is an area of rapid growth, spurred in part by recent findings that the efficacy of immune checkpoint inhibition can be enhanced by fecal matter transplant (38–40). Both dietary and surgical weight loss interventions promote remodeling of intestinal microbiotas (6, 41–43). Here, we found that the abundance of *Hungatella* was associated with both reduced tumor growth and body weight loss. Consistent with our findings, changes in abundance of *Hungatella* species are associated with obesity and body weight and enriched following either dietary or surgical weight loss (44–46). Indeed, increased *Hungatella* in gut microbiomes following antibiotic treatment is associated with nonresponse to immune checkpoint inhibition (47). However, whether regulation of cecal *Hungatella* abundance by obesity is causally related to suppression of antitumor immunity, or potentially to immunotherapy response, is yet to be determined.

Prior work from our group and others shows that in obese mice, weight loss induced by VSG, diet switch to an LFD regimen, or CR is associated with reduced mammary tumor growth (5, 33). Here, we delineate the relative efficacy of each intervention in limiting obesity-driven tumor growth. Further, we identify restoration of antitumor immunity markers and reduction of fat mass as common mechanisms potentially underlying the protective effects of weight loss. Our finding that continuous or intermittent CR had superior efficacy in limiting obesity-driven tumor growth is paralleled in other work showing CR outperforms weight loss driven by ad libitum LFD (5). These findings are particularly germane to the growing interest in the potential for weight loss driven by GLP-1 receptor and/or glucose-dependent insulinotropic polypeptide receptor agonism to limit obesity-driven tumor growth.

This work is limited by the inclusion of only 1 tumor model, albeit implemented across 2 independent studies. We chose to use the orthotopic E0771 transplant model as it is well characterized and widely used in the breast cancer field, and both E0771 tumor growth and immune evasion have been shown to be promoted by obesity (5, 23, 48, 49). The impact of obesity and weight loss interventions in models of other intrinsic molecular subtypes of breast cancer, particularly hormone receptor–positive breast cancer, remains a gap in the field that is not addressed by this work.

Herein we demonstrate that VSG promotes marked remodeling of epigenetic and transcriptional profiles within adipose tissue, with conserved transcriptional mediators across mouse and human data. We find that VSG, CCR, or ICR blunts mammary tumor growth in a weight loss– and adiposity loss–dependent manner. Despite the limitation that only 1 murine model was used, our study comprises comprehensive multiomics analyses of 2 independent study cohorts that inform the complex relationships between weight loss, achieved by bariatric surgery or dietary restriction regimens, and the obesity–breast cancer link. Specifically, in a well-established preclinical model of TNBC, we found that i) CCR, ICR, and to a lesser effect VSG reverse obesity’s procancer effects; ii) shared hallmarks of weight loss–driven reduction of obesity-driven tumor growth in both types of mice include restoration of transcriptomic signatures of antitumor immunity and marked adipose tissue remodeling; and iii) cecal microbiota changes, particularly enrichment in the genera *Hungatella*, are positively associated with both weight loss and reduced tumor growth.

Given the limitations of bariatric surgery, including risk of adverse effects, high cost, and restrictive third-party insurance coverage (33), further translational exploration of efficacious and sustainable dietary weight loss regimens is urgently needed. Our findings in mice orthotopically transplanted with E0771 mammary tumor cells suggest potential avenues for the future development of interventions to limit some of the effects of obesity on TNBC progression.

## Methods

### Animals and diets.

Female 8-week-old C57BL/6NCrl mice were purchased from Charles River Laboratories. Upon arrival, mice were group housed on a 12-hour light/12-hour dark cycle and offered food and water ad libitum. Following 1 week of acclimatization, mice were randomized to receive either an LFD (10% kcal fat; D12450J, Research Diets) or an HFD (60% kcal fat; D12492, Research Diets) to generate normoweight CON or DIO phenotypes, respectively. Body weights were measured weekly. After 15 weeks on diet, CON mice were continued on LFD (CON-LFD), while DIO mice were randomized to continue the same diet (DIO-HFD) or to undergo weight loss via VSG (DIO-VSG) or dietary intervention. In study 1, dietary weight loss was achieved by providing mice ad libitum access to LFD (DIO-LFD). In study 2, dietary weight loss was achieved by providing mice either a 30% CCR diet (DIO-CCR; D15032801 Research Diets) or an ICR diet (DIO-ICR; 14% CR D15032803 and 70% CR D15032804 Research Diets) (5). CCR was accomplished by providing mice 30% fewer daily calories than were consumed by mice in the CON-LFD group. ICR involved providing mice a 14% CR diet for 5 days per week and a 70% CR, high-protein diet on 2 nonconsecutive days per week, thus achieving an average of 30% CR per week relative to the CON-LFD group (5).

### VSG and sham procedures.

VSG and sham procedures were performed in both study 1 and study 2 according to a validated protocol (50). Briefly, VSG involved excision of 70%–80% of the lateral stomach. All mice not undergoing VSG underwent a sham procedure to control for physiological insult of surgery. The sham procedure entailed isolation of the stomach and application of gentle, manual pressure using forceps for 5 seconds. The VSG excision and sham pressure were applied along a line continuous with the esophagus and pylorus. All surgeries occurred within a 5-day window. Preoperative fasting, exposure to isoflurane, and administration of analgesics were consistent across all groups. Mice undergoing VSG were postoperatively provided the same LFD as consumed by the control mice to limit the potential for postoperative aversion to HFDs and to mimic postoperative diet recommendations for patients undergoing VSG (51).

### Tumor model.

Following surgeries, weight loss was closely monitored, and once body weights had stabilized (7 weeks for study 1 and 10 weeks for study 2), all mice were orthotopically injected with 3.5 × 10^4^ E0771 mammary tumor cells into the fourth mammary fat pad (5). In vivo tumor growth was monitored by digital calipers. Mice were euthanized by CO_2_ inhalation 4 weeks following orthotopic injection. Mammary tumors and tumor-adjacent and contralateral mammary fat pads were excised, weighed, and either formalin-fixed and paraffin-embedded or flash-frozen in liquid nitrogen and stored at –80°C until further analysis. Histology was stained with hematoxylin and eosin. Blood was collected by cardiac puncture, allowed to coagulate for 30 minutes at room temperature, and centrifuged at 1,000 rcf for 15 minutes, and then serum was isolated and stored at –80°C. To investigate changes in microbiome composition in tumor-naive mice, fecal samples were collected in study 1 by applying gentle abdominal pressure immediately prior to VSG surgery and again prior to tumor cell injection and were frozen at –20°C. To investigate changes in microbiome composition of a metabolically important site, cecal samples were collected from study 2 at euthanasia, flash-frozen, and stored at –80°C.

### Quantitative MRI analysis.

Quantitative MRI (Echo Medical Systems) was used to measure body composition. Lean body mass, fat body mass, and free water were quantified and expressed as percentage of total weight. A randomly selected subset of 8–9 mice per group were analyzed in study 1, and all mice were analyzed in study 2.

### Nucleic acid extraction.

Total RNA and DNA were extracted from flash-frozen tumor and contralateral mammary fat pad samples using TRIzol Reagent (MilliporeSigma) according to the manufacturer’s instructions. DNA and RNA integrity was determined by TapeStation analysis (Agilent Technologies).

### Tumor transcriptomic analysis by microarray.

Total RNA isolated from tumor tissue was used to synthesize, fragment, and sense-strand label cDNA. cDNA was hybridized to a Mouse Clariom S HT PEG microarray plate (Affymetrix). A GeneTitan MC Instrument (Affymetrix) was used for hybridization, washing, staining, and scanning of the Clariom S peg plate. Data quality control, signal space transformation, and robust multichip average scaling were performed using Transcriptome Analysis Console Software v 4.0.2 (Thermo Fisher Scientific). Published transcriptomic profiling of human adipose samples collected either from patients before or after bariatric surgery or from sex- and weight-matched controls was accessed through GSE59034 and normalized as above.

### Adipose transcriptomic analysis by RNA-Seq.

Total RNA isolated from murine mammary adipose tissue contralateral to the tumor was used to prepare sequencing libraries with Illumina TruSeq Stranded Total RNA Sample Preparation kit and sequenced using an Illumina HiSeq 2000 instrument. FASTQ files were aligned to the mm10 mouse genome (GRCm38.p4) using STAR v2.4.2 (52) with the following parameters: --outSAMtype BAM Unsorted --quantMode TranscriptomeSAM. Transcript abundance for each sample was estimated with salmon v0.1.19 (53) to quantify the transcriptome defined by Gencode gene annotation. Gene level counts were summed across isoforms, and genes with low expression (defined as fewer than 10 counts across all samples) were removed before downstream analyses. DESeq2 (54) was used to test for differentially expressed genes between interventions.

### GSEA.

GSEA (v4.3.2) was conducted to identify pathways and processes transcriptionally altered by our interventions in both adipose tissue and tumor (29, 30) analysis using SST-RMA–normalized microarray data and DESeq2–normalized (54) RNA-Seq data. Enrichments were calculated for GSEA Hallmarks and GOBPs. Enrichment mapping was performed to cluster significant (FDR *q* < 0.05) gene sets by similarity index of genes and to limit redundancy across significant GOBP GSEA results (32).

### DNA methylation analysis by RRBS.

Genome-wide methylation profiles for the mammary fat pad contralateral to the tumor were determined by RRBS. Library preparation and sequencing were performed at the University of North Carolina at Chapel Hill High-Throughput Sequencing Facility. Alignment and differential methylation analysis were conducted as previously described (55). FASTQ files were aligned to the mm10 mouse genome using Bismark v0.18.1 with default settings (56). BAM files were then sorted with samtools v1.5 (57), and methylation calls were generated using methylKit R package v1.10.0 (58). Bases with low variability (standard deviation of methylation level < 0.05) and extreme read coverage (>5,000 times summed across all samples) were removed to avoid PCR artifacts. Data were visualized using NMDS plots. Two outliers (1 CON-LFD, 1 DIO-LFD) were removed from the downstream analysis due to their poor sequencing quality. For RRBS data, methylGSA R package v1.2.3 (59) was used to test for significantly enriched gene sets.

### Adipose tissue oxylipin analysis.

Mammary adipose tissue contralateral to the tumor was homogenized, and lipids were extracted in methanol, centrifuged at 15,000 rcf for 3 minutes, and loaded onto an Oasis MAX micro-elution plate (Waters Corp). Oxylipins were washed in methanol and eluted using propanol/acetonitrile (50/50, v/v) containing 5% formic acid. Oxylipins were separated using a Waters Corp. Acquity I-Class UPLC and detected using a Waters Corp. Xevo TQ-XS triple-quadrupole mass spectrometer operating using multiple reaction monitoring in negative ion mode with argon as the collision gas. Oxylipins were quantified using the ratio of sample signal to internal isotopically labeled standard peak height and normalized to mass of adipose tissue used.

### 16S rDNA amplicon sequencing.

DNA was extracted from fecal and cecal samples following 40 minutes of vortexing in 0.5 mL of QIAGEN PM1 buffer with 200 mg of 106/500 μm glass beads (MilliporeSigma). A KingFisher Flex Purification System was used with QIAGEN ClearMag beads to purify DNA (University of North Carolina [UNC] Microbiome Core). 16S 515–806 bp (variable region 4) was amplified from DNA extracted from cecal contents, and 16S 27–338 bp (variable region 1–2) was amplified from DNA extracted from fecal samples. PCR amplicons were then sequenced using an Illumina MiSeq platform (UNC High-Throughput Sequencing Facility). SVs were identified using the DADA2 pipeline (60), with taxonomic classification performed using DADA2 with the SILVA reference database (61). Samples with fewer than 10^4^ total aligned reads and SVs with a frequency less than 0.01% were removed prior to analysis. Reads were subjected to total sum scaling. The α-diversity of 16S amplicon sequences was expressed as Shannon index and total observed SV count using Microbiome Analyst (62). The β-diversity was assessed using NMDS plots of Bray-Curtis distances calculated using the vegan package (63), and pairwise PERMANOVAs were performed using the pairwiseAdonis package. Association of all genera, with percentage body weight change and tumor mass was performed by Spearman correlation in R, subject to multiple-hypothesis correction.

### Serum secretome analyses.

Serum hormone, cytokine, and adipokine concentrations were measured using a Milliplex Mouse Metabolic Hormone Magnetic Bead Panel (MMHMAG-44K), a Bio-Plex Pro Mouse Adiponectin Assay, and a 6-Plex Mouse Cytokine Panel (Bio-Rad Laboratories). IGF-1 concentrations were measured using an R&D Systems IGF-1 Bead-Based Single-plex Luminex assay.

### Statistics.

One-way ANOVA followed by Tukey’s post hoc test was used to assess the effects of diet and weight loss across groups. For α-diversity measures Kruskal-Wallis or Mann-Whitney *U* tests were used. PERMANOVA was used to assess average Bray-Curtis distances between groups. Correction for multiple testing was achieved using the Benjamini-Hochberg procedure for all transcriptomic, epigenetic, and 16S rDNA amplicon sequencing. Results were analyzed using GraphPad Prism software and R version 3.4.3. *P* ≤ 0.05 was considered statistically significant. All means are presented with error bars indicating standard deviation.

### Study approval.

All animal study protocols were approved by and coordinated in compliance with guidelines issued by the University of North Carolina at Chapel Hill Institutional Animal Care and Use Committee.

### Data availability.

Microarray, RNA-Seq, and RRBS data sets have been deposited in the NCBI GEO under the accession number GSE230474. Individual values for all other data are available online in the Supporting Data Values XLS file.

## Author contributions

MFC, KKC, and SDH conceived the study. MFC, KKC, AGL, FF, WG, JSP, RJS, and AAF developed methodology. MFC, KKC, TLM, SSD, FF, WG, JSP, and AAF developed software. MFC and KKC validated data. MFC, KKC, TLM, SSD, FF, WG, JSP, and AAF performed formal analysis. MFC, KKC, TLM, SSD, ETR, AGL, SAK, AJP, LAS, LWB, EMG, and GLM investigated. MFC, KKC, WG, and EMG curated data. MFC, KKC, EMG, and SDH wrote the original draft. MFC, KKC, LWB, FF, EMG, JSP, IMC, RJS, and SDH reviewed and edited the draft. MFC and SSD visualized data. JSP, RJS, AAF, and SDH supervised. SDH acquired funding. MFC and KKC made critical contributions to this work and merit sharing first authorship. They are listed in alphabetical order.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
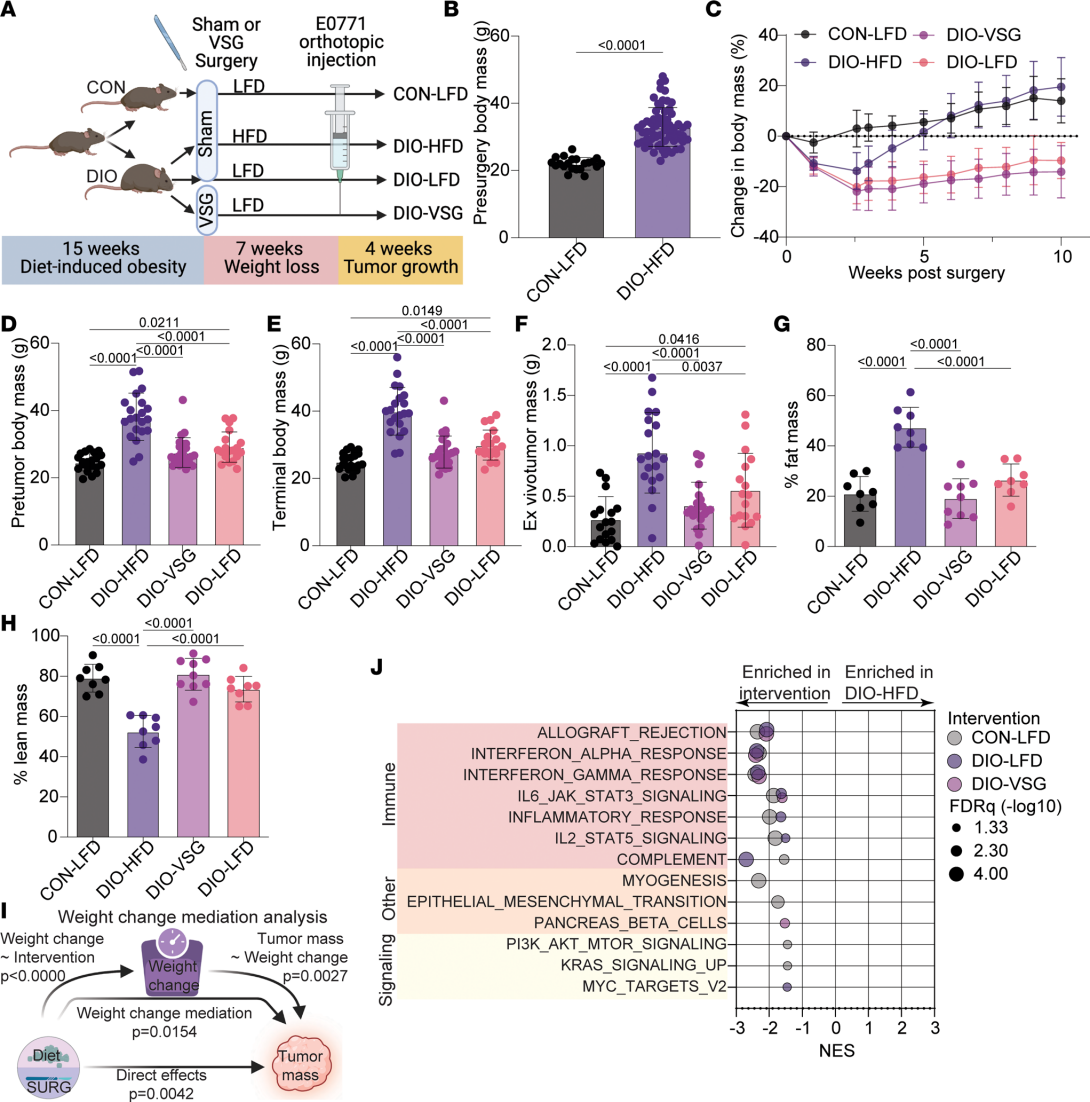
Dietary and surgical weight loss blunt obesity-driven tumor growth. (**A**) Schematic of study design. CON, control; DIO, diet-induced obesity; HFD, high-fat diet; LFD, low-fat diet; VSG, vertical sleeve gastrectomy. (**B**) Body mass prior to weight loss interventions. (**C**) Change in body weight over time following weight-loss interventions. (**D**) Body mass prior to tumor cell injection. (**E**) Terminal body mass. (**F**) Ex vivo tumor mass. (**G** and **H**) Body composition following weight loss interventions. (**I**) Mediation analysis of weight change following weight loss intervention on tumor mass. (**J**) Hallmark gene sets determined significant by GSEA of tumor transcriptomics in pairwise comparisons with DIO-HFD. Gene sets grouped and colored as immune, other, and signaling related. (**B**–**F** and **I**) *n* = 21 CON-LFD, 21 DIO-HFD, 24 DIO-VSG, 19 DIO-LFD. (**G** and **H**) *n* = 8 CON-LFD, 8 DIO-HFD, 9 DIO-VSG, 8 DIO-LFD. (**J**) *n* = 6 CON-LFD, 6 DIO-HFD, 6 DIO-VSG, 5 DIO-LFD. (**B**–**H**) One-way ANOVA with Tukey’s post hoc test. NES, normalized enrichment score.

**Figure 2:**
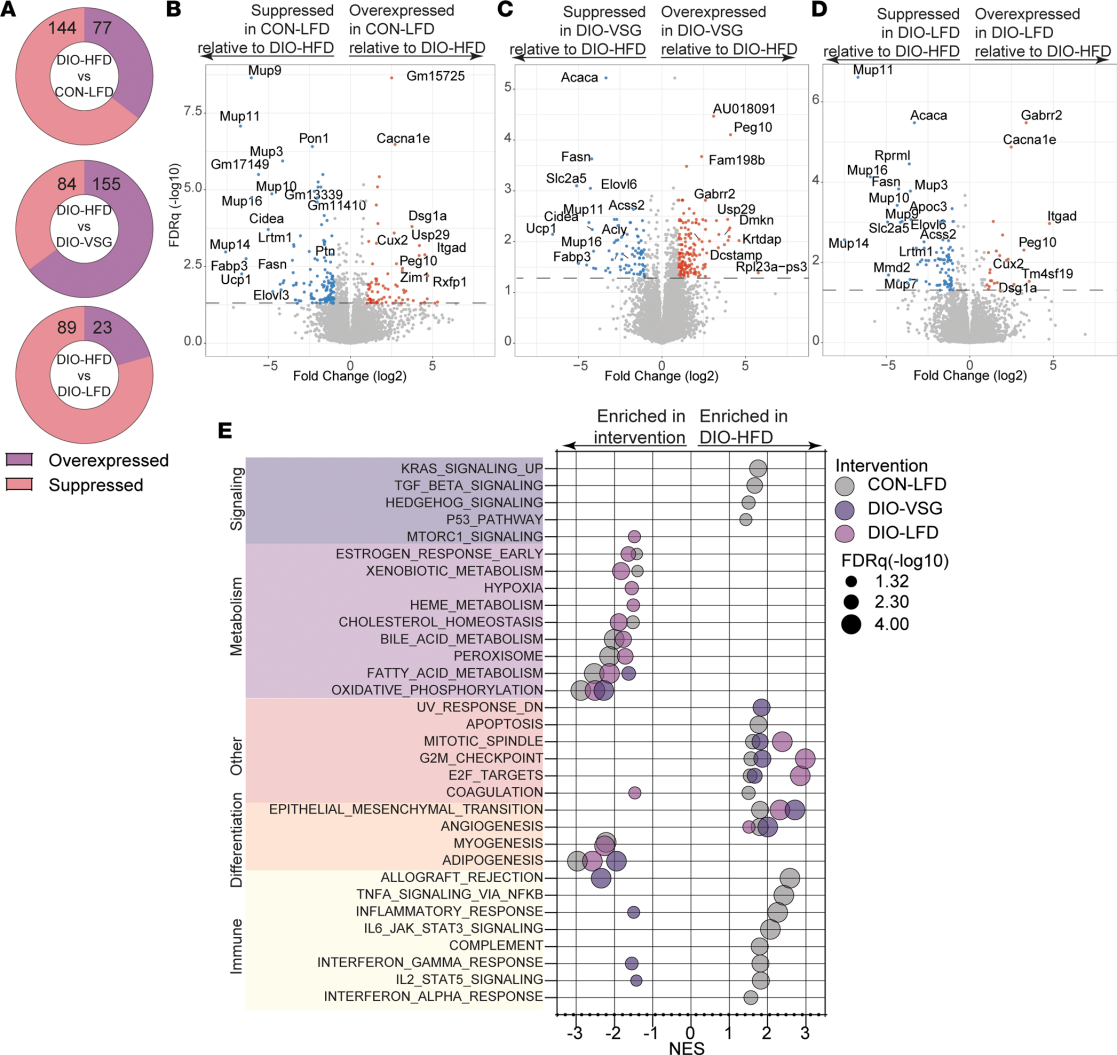
Transcriptomics analysis of mammary adipose tissue following dietary and surgical weight loss reveals discordant metabolic and immune signaling. (**A**) Distribution of differentially expressed genes (DEGs) relative to DIO-HFD. (**B**–**D**) Volcano plots of DEGs generated in the comparison between CON-LFD, DIO-VSG, and DIO-LFD relative to DIO-HFD, respectively. (**E**) Hallmark gene sets determined significant by GSEA of adipose tissue transcriptomics in pairwise comparisons with DIO-HFD. Gene sets grouped and colored as signaling, metabolism, other, differentiation, and immune related. *n* = 4/group.

**Figure 3:**
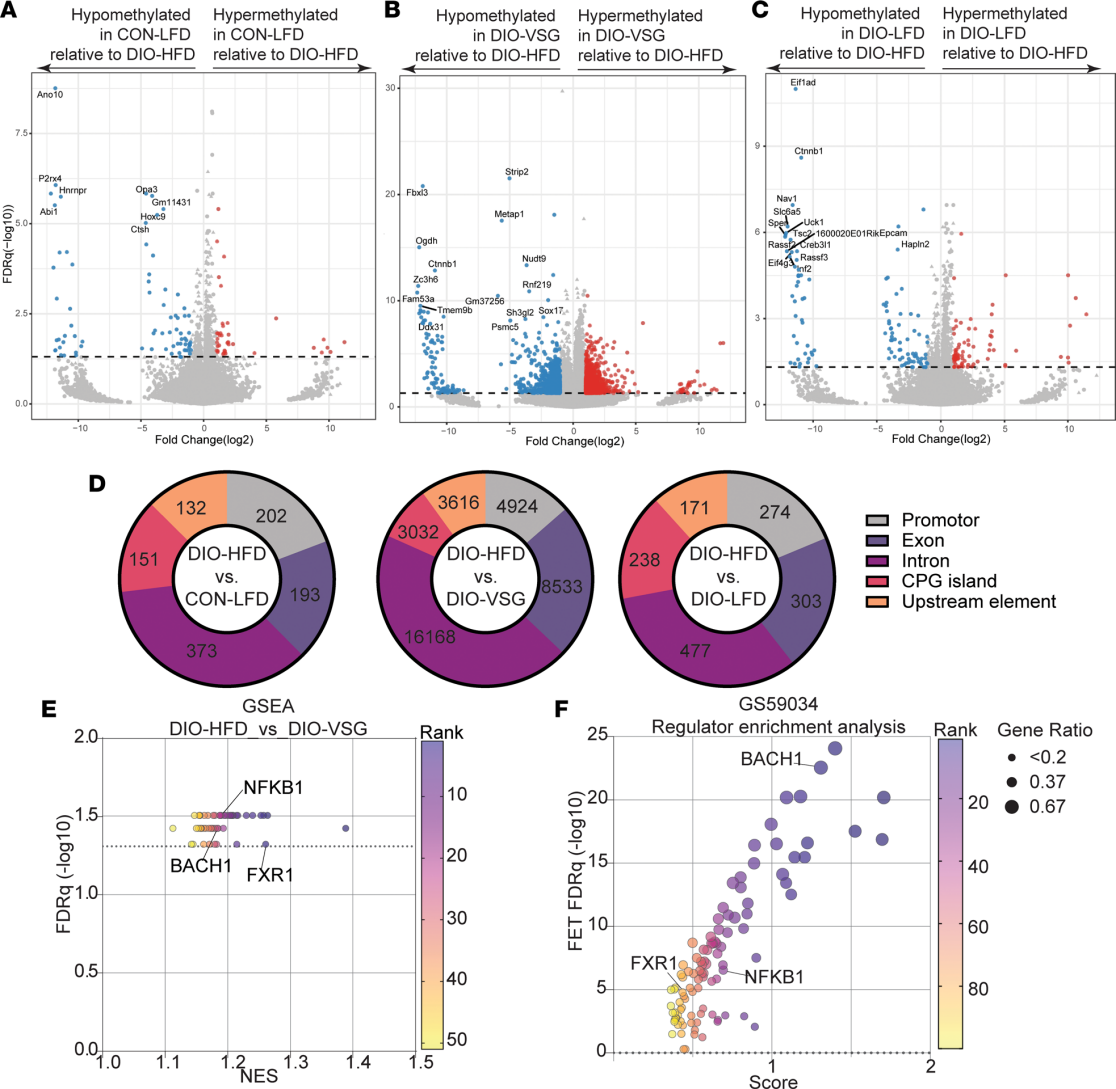
Epigenetic regulation through DNA methylation of mammary adipose tissue reveals transcriptional mediators of the gene expression profile conserved between human and mouse adipose tissue following surgical but not dietary weight loss. (**A**–**C**) Volcano plots of DMGs generated in the comparison between CON-LFD, DIO-VSG, and DIO-LFD relative to DIO-HFD, respectively. (**D**) Distribution of DMGs relative to DIO-HFD. (**E**) MSigDB C3 gene sets determined significant by methylGSA of adipose tissue RRBS in comparison of DIO-VSG with DIO-HFD. (**F**) Regulator enrichment analysis of adipose tissue from patients who were never obese or obese before/after bariatric surgery (GSE59034). (**A**–**E**) *n* = 4/group, (**F**) *n* = 16/group. CPG, cytosine-phosphate-guanine; FET, Fisher’s exact test.

**Figure 4:**
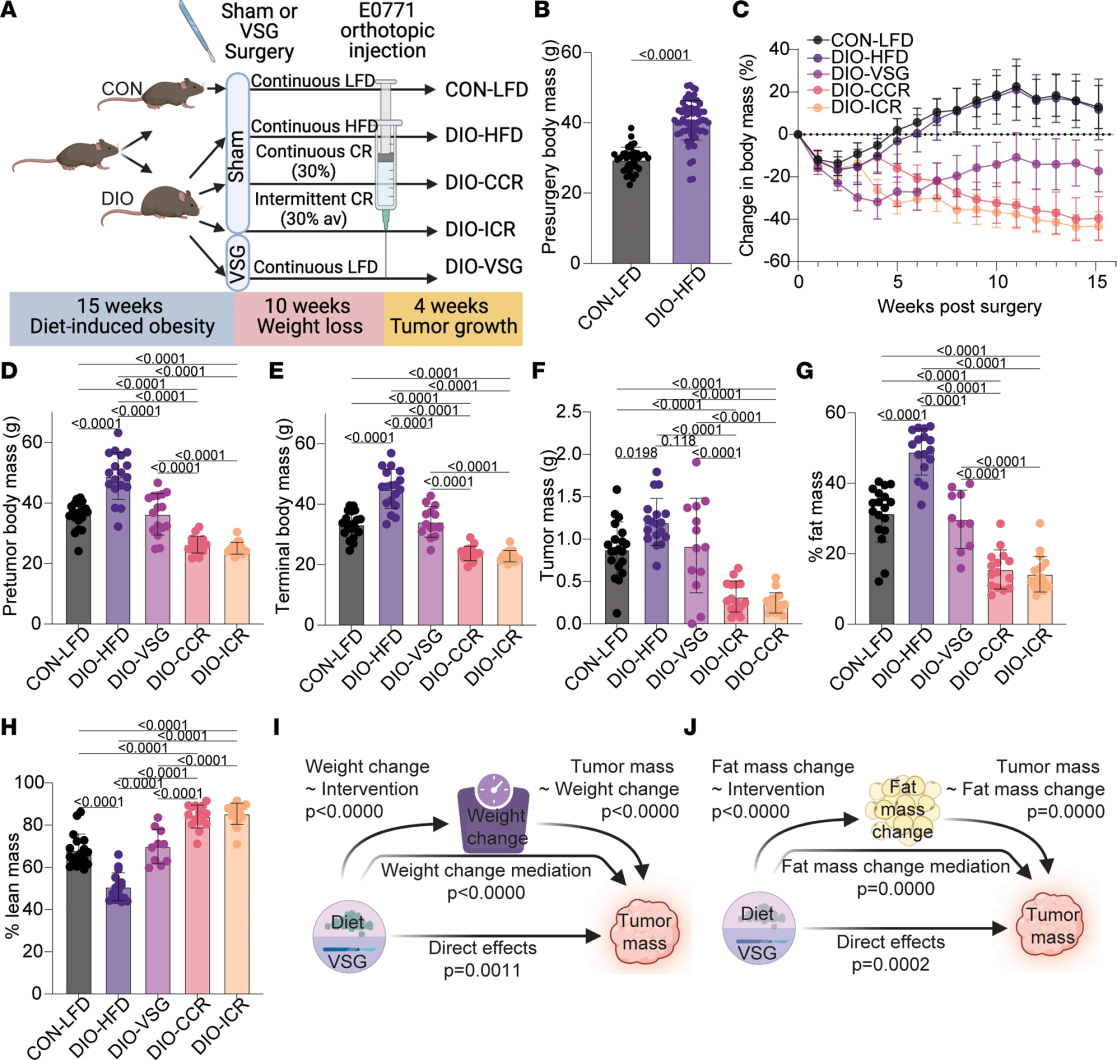
Dietary weight loss via caloric restriction outperforms surgical weight loss to blunt obesity-driven tumor growth. (**A**) Schematic of study design. (**B**) Body mass prior to weight loss interventions. (**C**) Change in body weight over time following weight loss interventions. (**D**) Body mass prior to tumor cell injection. (**E**) Terminal body mass. (**F**) Ex vivo tumor mass. (**G** and **H**) Body composition following weight loss interventions. (**I**) Mediation analysis of weight change following weight loss intervention on tumor mass. (**J**) Mediation analysis of fat mass change following weight loss intervention on tumor mass. *n* = 20 CON-LFD, 18 DIO-HFD, 14 DIO-VSG, 19 DIO-ICR, 16 DIO-CCR. (**B**–**H**) One-way ANOVA with Tukey’s post hoc test.

**Figure 5:**
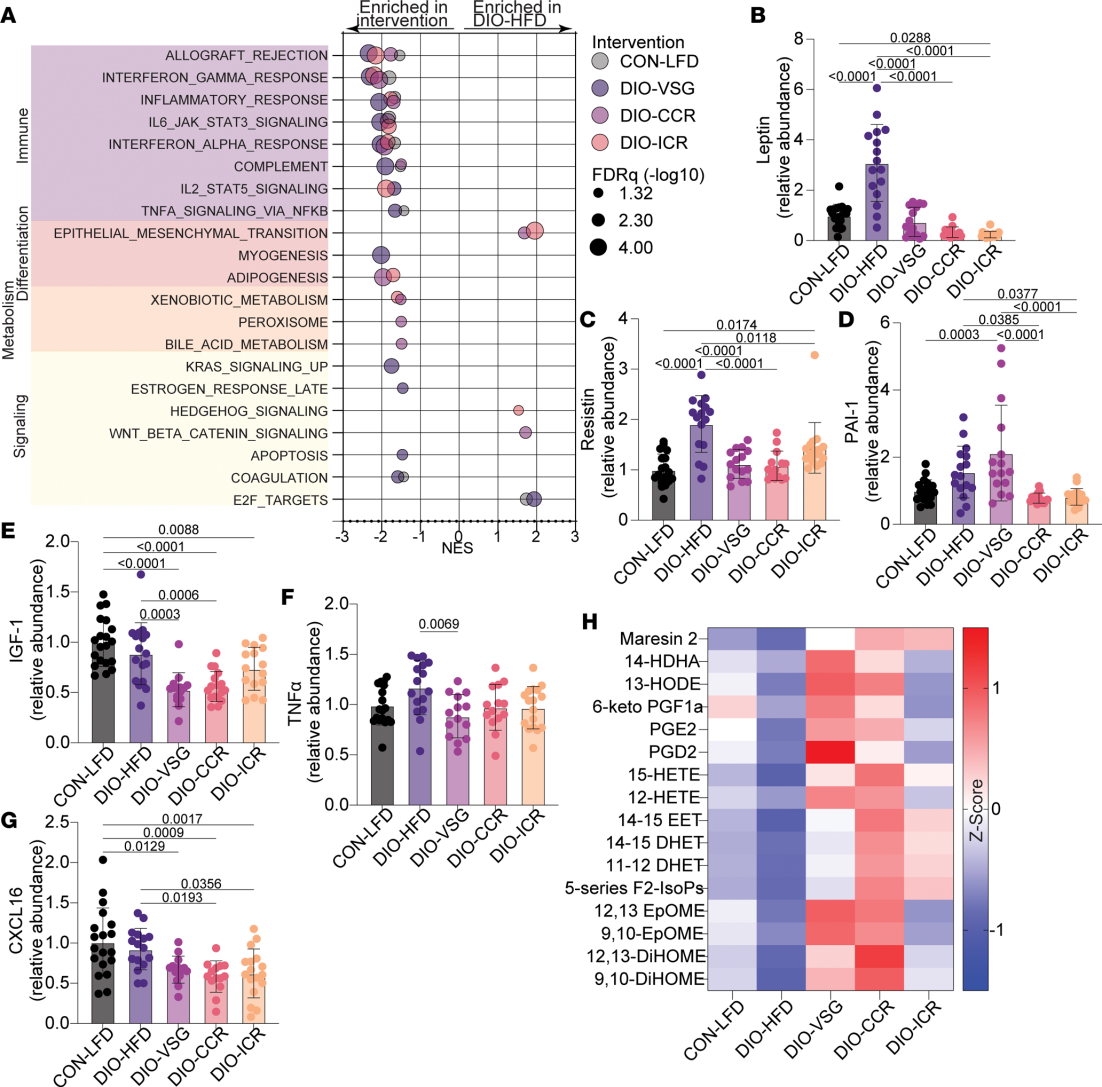
Body weight loss and adiposity mediate blunting of obesity-driven tumor growth by dietary and surgical weight loss interventions. (**A**) Significant GSEA Hallmark gene sets for tumor transcriptomics data in pairwise comparisons with DIO-HFD. (**B**–**G**) Circulating adipokines determined by multiplex ELISA. (**H**) Mammary adipose tissue oxylipin levels determined by UPLC-MS (*z* score). (**A**) *n* = 6/group. (**B**–**G**) *n* = 19 CON-LFD, 16 DIO-HFD, 14 DIO-VSG, 14 DIO-ICR, 17 DIO-CCR. (**H**) *n* = 11 CON-LFD, 10 DIO-HFD, 9 DIO-VSG, 10 DIO-ICR, 13 DIO-CCR.

**Figure 6:**
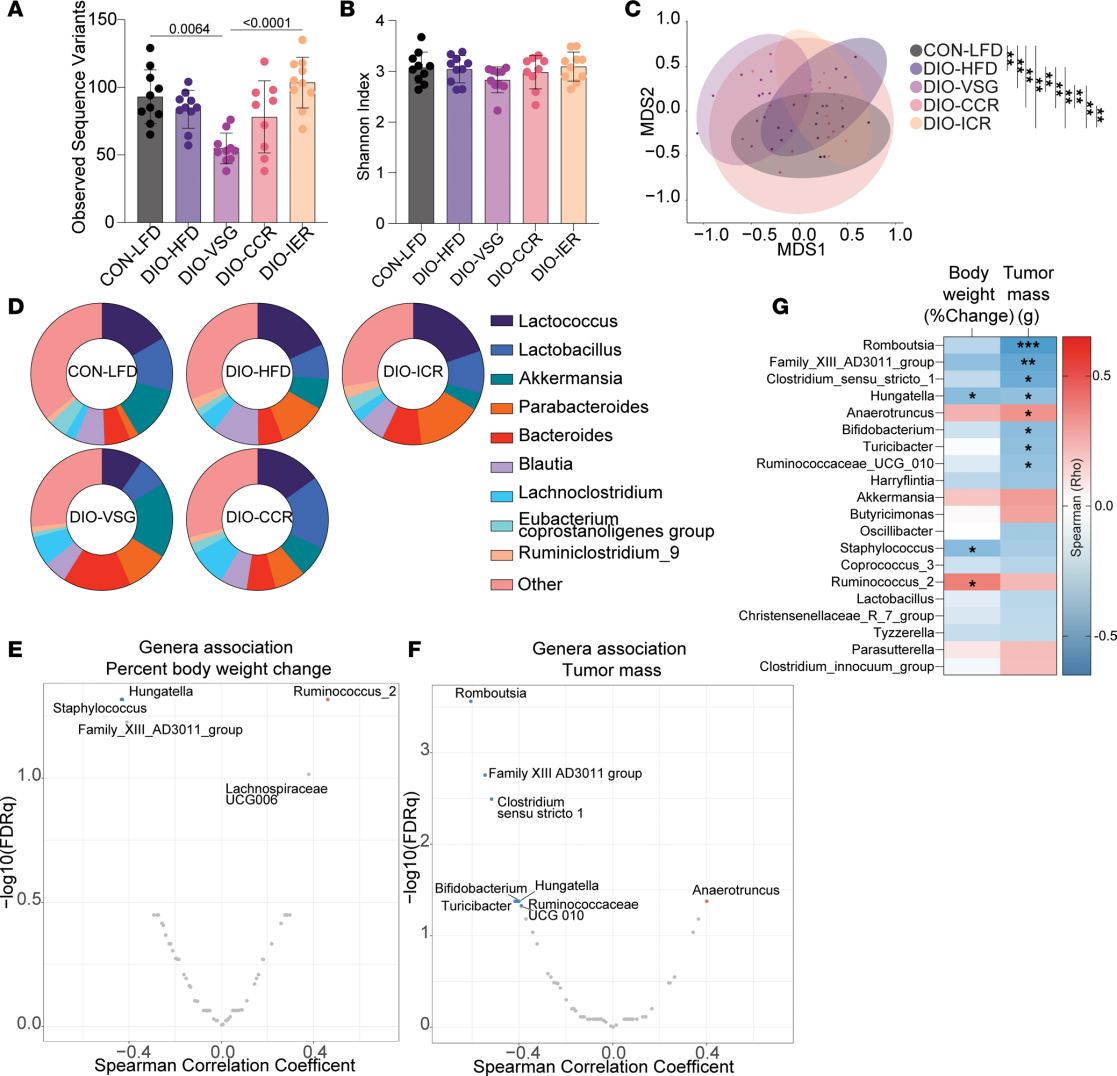
Cecal *Hungatella* abundance associates with both body weight loss and tumor mass. (**A**) Observed SVs. (**B**) Shannon index. (**C**) NMDS plot of Bray-Curtis distances. (**D**) Relative contribution of the 10 most frequent genera to each group. Spearman correlation between all genera and (**E**) percentage body weight change and (**F**) tumor mass. (**G**) Spearman correlation coefficients of the 20 genera showing the highest correlation coefficients with percentage body weight change and tumor mass. *n* = 10/group. *FDRq < 0.05, **FDRq < 0.01, ***FDRq < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

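RRBS was measured in mammary adipose tissue, contralateral to the tumor, of 14 female mice: 3 CON-LFD, 4 DIO-HFD, 3 DIO-LFD and 4 DIO-VSG. The authors aligned reads to mm10 with Bismark, sorted them with samtools, made methylation calls with methylKit, and removed 2 outlier mice, 1 CON-LFD and 1 DIO-LFD. The methods also name the removal of bases with a standard deviation of the level under 0.05 and of bases with extreme coverage. The authors deposited the methylation level as a fraction, the methylated share of the reads at each site in each mouse, with no further normalization. The table holds 75761 sites with 0 missing levels, and 10151 of them have a standard deviation under 0.05 across the 14 mice. It gives no read counts, so the depth per mouse and per site is unknown, and no interval or detection limit was computed. The mapping of each mouse to its group came from the sample labels, with the groups as in the methods.

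The context of each site was read from mm10 with samtools 1.23.1. The table lists 12 sites that are not at the C of a CpG, which were kept. Sites were assigned to genes by the nearest transcript in the table, with 12627 gene symbols. For 361 sites no symbol is given, and at 201 sites 1 of 14 symbols has become a date; these sites were tested but could not be matched to a gene named in the paper. Promoter, exon, intron, CpG island and upstream flags are those of the table, and promoters were also counted from 0 to 1000 bp, and to 2000 bp, upstream of the transcript start.

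Levels b were transformed to M = log2((b + 0.01)/(1 − b + 0.01)) for the 65610 sites with a standard deviation of at least 0.05. The 4 groups were fitted in 1 model with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes without trend or robust), and p-values were adjusted by the Benjamini-Hochberg method over the tested sites, with a threshold of 0.05. Each group was compared with DIO-HFD, and DIO-VSG with DIO-LFD. The fit was tested on simulated data with the spread of the real sites. With 200 sites changed by 4 in M, 157 and 156 were recovered in 2 runs, and with 200 changed by 2, 39 and 24 were. With 200 changed by 2 among the sites with the smallest spread, 166 were recovered with 9 false calls. With 20000 sites changed by 1, 3358 were recovered with 136 false calls. In the 4 runs with 200 sites drawn from all sites, 0 sites were called in a comparison left unchanged. In such data, a single site thus needs a large or tight difference to pass at these group sizes.

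The mean level of each mouse was compared between groups by two-sided exact permutation tests, with SciPy 1.17.1 in Python 3.11.15 (NumPy 2.4.6, pandas 2.3.3). The two-sided p doubles the smaller tail, so the smallest p is 0.0571 for 3 mice against 4 and 0.029 for 4 against 4. The distances between mice were tested by PERMANOVA on Euclidean distances with 100000 resamples. Figures were drawn with Matplotlib 3.10.9.

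The sites named were chosen by a rule set before the data were examined: per comparison with DIO-HFD, the 3 sites with the smallest p among those past the threshold whose groups did not overlap, or the site with the smallest p where none passed. To these were added the 3 genes placed highest among those labelled in each of Fig. 3A, 3B and 3C, each by its site with the smallest p, and the sites of Nfkb1, Bach1 and Fxr1. Not every site chosen by this rule is reported, and the other genes labelled in Fig. 3 are given as a summary. The sites past the threshold between DIO-VSG and DIO-LFD mice, and the labelled genes singled out in the closing section, were named after their values were seen.

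Alternatives were the offset of M (0.1), the level in place of M, eBayes with trend and robust, a fit of only the 2 groups compared, each mouse centred on its median, no filter on the standard deviation or a minimum of 0.1, autosomes only, a difference of at least 10 percentage points, an adjusted p under 0.01, genes in place of sites, the replicate number as a block, and leaving out each mouse in turn. Sites outside CCGG were tested as an alternative chosen after seeing the data. Each comparison was repeated for the 35 splits of its mice into groups of the same sizes.

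Lists of adipocyte (20 genes), lymphocyte (26 genes) and epithelial (15 genes) markers were written before they were tested, and sites within 5000 bp of their transcript starts were set against 10000 random gene lists. Only 7, 7 and 9 of these genes have a site, under the 80% needed, so the checks over these lists are void. The lists share 0 genes, and expression was not analysed here. The interval of the ratio of losses came from 2000 resamples of 20 chromosomes, and that of the distance from the midway level from 1000. Sites on chromosome Y were compared with the rest of the genome by blastn 2.17.0. Gene set enrichment, the transcriptome and the human samples were not analysed here.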

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

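The tests of bisulfite conversion, of an equal loss at every site and of a mislabelled DIO-VSG mouse, below, were chosen only after the result was seen. In each group of 4 mice, the gap between the highest or lowest mouse and its neighbor was divided by the range of the group, and set against Dixon's critical value for 4 mice. Of 72 groups tested over the mean level, 2 other averages per mouse over promoter CpG island sites, and the named sites, 7 passed it, where 3.6 would be expected by chance.

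Among the DIO-HFD mice, replicate 1 stood far from the others in mean methylation, with a gap of 0.953 of the range (66.2% against 57.2% to 57.6%). This mouse decides most counts of differing sites. Incomplete bisulfite conversion could raise its level, and would show at promoter CpG island sites that are low in CON-LFD and DIO-LFD mice. There it was at 6.74%, between the 3.98%, 8.58% and 4.21% of replicates 2, 3 and 4. Failed conversion at 20.3% to 21.1% of cytosines would be needed for its mean level, and would put these 802 sites at 23.6% or more, so the value argues against failed conversion as the cause. A loss of the same share of methylation at every site in replicates 2 to 4 would give equal relative losses at sites of 90% or more and sites of 60% to 90%. The ratios of these losses were 0.385, 0.720 and 0.556, and the largest had a 95% interval of 0.682 to 0.762 over resampled chromosomes, which argues against an equal loss. Over all tested sites, the mouse nearest to replicate 1 was DIO-VSG replicate 1, at 9.16 percentage points, and the other DIO-HFD mice lay 17.7 to 18.8 percentage points away. The other 3 DIO-HFD mice differ in mean level from every group, so the distance cannot decide whether the mouse is mislabelled. At sites chosen without replicate 1, over 30% in the other DIO-HFD mice and under 10% in 3 DIO-VSG mice, replicate 1 had a mean of at least 43.7%. The DIO-VSG mouse left out of the choice was at 4.09% to 18.0%. The choices gave 9, 12, 11 and 17 sites, and the test was set to need 10, so the choice with 9 sites falls short. In the choices with 12, 11 and 17 sites, replicate 1 was at 44.1%, 45.9% and 44.5%. The DIO-VSG mouse left out was at 7.28%, 5.67% and 18.0% in these. In the choices with enough sites, the values argue against a mislabelled DIO-VSG mouse. Since the choice with 9 sites fell short, the test as set cannot decide it. Over all these choices, CON-LFD replicate 2 and DIO-LFD replicate 2 were at similar levels to replicate 1, at 38.3% to 43.8%. A mislabelled mouse of those groups is therefore not excluded.

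A different share of cell types in this mouse may also give such a difference. Relative to sites of like level, the lymphocyte list differed between replicate 1 and the other DIO-HFD mice by a median of -18.7 percentage points (Bonferroni p = 0.0018 over 3 lists, by permutation over 10000 random gene lists). The adipocyte list differed by -1.74 and the epithelial list by 1.26. The test is void, because 7 of 26 lymphocyte, 7 of 20 adipocyte and 9 of 15 epithelial genes have a site. The lymphocyte genes also went both ways, from -33.5 percentage points at Rac2 and -24.7 at Zap70 to 6.15 at Ikzf1 and 30.5 at Cd37. The lists share 0 genes, and expression was not analysed here. A biological difference between mice on the same diet, such as in weight or adiposity, was not tested. A mislabelled mouse of the CON-LFD or DIO-LFD group and cell shares therefore stay open. A mislabelled DIO-VSG mouse is not excluded either, since not every choice in its test had enough sites.

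The other 6 lie at single sites. In DIO-VSG mice, replicate 4 was at 100% at P2rx4, above 85.2% to 87.5% (0.844), replicate 2 was at 2.33% at Metap1 where the other 3 were at 0 (1.0), and replicate 1 was at 2.63% at Gm37256 where the others were at 0 (1.0). Replicate 2 of the same group was at 83.8% at Eif4g3, below 87.1% to 87.8% (0.832). In DIO-HFD mice, replicate 1 was at 36.7% at Nudt9, below 40.0% to 40.6% (0.842), and replicate 3 was at 38.8% at Tmem9b, below 44.3% to 44.7% (0.939). DIO-VSG replicate 2 stood apart at both Metap1 and Eif4g3, and DIO-HFD replicate 1 at Nudt9 and in mean level. At the remaining sites a different mouse stood apart each time. No explanation was tested for these, and the depth behind each level is unknown.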

How the results depend on the processing

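The alternatives below were set before the data were examined, except the restriction to sites outside CCGG, which was chosen after seeing the data. No test of an explanation is used here.

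The mean methylation per mouse kept its direction under all 45 alternatives run. An exact p under 0.05 was possible in only 4 of them, those of DIO-VSG against DIO-HFD with all mice, where it was 0.143 each time. With each mouse left out in turn, the count of sites with an adjusted p under 0.05 ranged from 0 to 7852 for CON-LFD against DIO-HFD, from 1 to 9551 for DIO-LFD, from 2 to 22557 for DIO-VSG, and from 0 to 13 for DIO-VSG against DIO-LFD. The highest count of the first 3 came without DIO-HFD replicate 1, and of the last without DIO-LFD replicate 2. Without DIO-HFD replicate 1, the fit called the 2 sites of the DIO-LFD comparison and the 2 of the DIO-VSG comparison again. The spread within DIO-HFD mice falls from an SD of 4.38 to 0.235 percentage points of mean level when that mouse is left out.

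Among the other alternatives, fitting only the 2 groups compared gave 2, 16, 47 and 21 sites in the same order of comparisons, in place of 0, 2, 2 and 2. The offset of 0.1 in M gave 0 for DIO-LFD, 4 for DIO-VSG and 0 for DIO-VSG against DIO-LFD. Fitting the level itself gave 0 for DIO-LFD and 0 for DIO-VSG against DIO-LFD, and 3 for DIO-VSG. Trend and robust gave 0 sites in each comparison, with 5252, 6861, 16652 and 2434 at an unadjusted p under 0.05. Without the SD filter, DIO-VSG against DIO-LFD had 1 site. A minimum SD of 0.1 gave 1 site for DIO-LFD, 5 for DIO-VSG and 0 for DIO-VSG against DIO-LFD. With each mouse centred, 3 sites passed for DIO-LFD and 3 for DIO-VSG against DIO-LFD, and the share of higher sites at an unadjusted p under 0.05 in the latter went from 61.0% to 37.7%. An adjusted p under 0.01 left 0 sites for DIO-VSG against DIO-LFD. Outside CCGG, 1 site remained for DIO-LFD, the intron site of Fam110b, 0 for DIO-VSG and 0 for DIO-VSG against DIO-LFD (4865, 13057 and 1696 at an unadjusted p under 0.05). The calls at Ctnnb1, Gm23036 and Mroh2b lie within CCGG, so that restriction leaves them out by construction. For the other changes the cause was not tested. At an unadjusted p under 0.05, the counts for DIO-VSG against DIO-HFD were above those for DIO-LFD and CON-LFD under each of these alternatives.

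The separation of the 4 groups had a pseudo-F from 1.25 to 3.02 with 1 mouse left out, and passed the threshold only without DIO-HFD replicate 1 (permutation p = 0.00297, against 0.0846 to 0.217 in its 18 other alternatives). The location in promoters under 3 alternatives, and the correlations between comparisons under 3, moved by less than their limit. With sites of SD at least 0.1, the correlations were 0.662, 0.764 and 0.701.

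With trend and robust no named site kept a call. The offset of 0.1 lost the calls at Ctnnb1 in both comparisons, at Fam110b, and at Gm23036 and Mroh2b against DIO-LFD mice. A minimum SD of 0.1 and the replicate number as a block also left 0 sites between DIO-VSG and DIO-LFD mice. For the named sites in the other fits, 203 of 240 alternatives gave the same call, 23 lost it and 13 gained it. The 1 reversal was at Fxr1, position 34020383, where M was higher by 0.0085 without DIO-VSG replicate 2 (adjusted p = 0.998, in a range of 0.389 to 0.998 and of -2.21 to 0.0085 in M over the mice left out). The site of Fam110b lost its call with the level itself (0.397), with only the 2 groups compared (0.0610), and without DIO-HFD replicate 2 or 4 (0.0554 and 0.0539). The site of Gm23036 lost its call against DIO-LFD mice without CON-LFD replicate 3, DIO-HFD replicate 2 or 3, or DIO-VSG replicate 1 or 3 (adjusted p from 0.000141 to 0.0771), with only the 2 groups compared (0.136) and with the level itself (0.963). Its call against DIO-HFD mice was lost with the level itself (0.0740). The site of Mroh2b lost its call in 8 fits with 1 mouse left out (adjusted p from 0.0184 to 0.140) and with the level itself (0.963).

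The replicate number was also fitted as a replicate block, which gave 1 site for DIO-LFD, 0 for DIO-VSG against DIO-LFD (2938 at an unadjusted p under 0.05), and 2 for DIO-VSG. The numbers share only labels. Across sites, deviations from the group means of the 19 pairs with the same number had a mean correlation of 0.0379, from -0.0804 to 0.202, and 4 of the 19 were over 0.1. The other 54 pairs had a mean of -0.0135.

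A minimum coverage was not run, because the table gives no coverage, and a minimum number of levels per group was not run apart, because no level is missing and the sites are the same. The unknown depth limits every value of a single mouse: the number of reads behind a level listed as 0 or 100% is not known. At Ctnnb1, fitting the level itself gave adjusted p-values of 0.397 and 0.0740.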

Differences from the paper's values

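No test of an explanation is used in this part, and the log2 ratio of mean levels was computed only after the figures were seen. The paper's number of differentially methylated genes relative to DIO-HFD is 839 for CON-LFD, 1062 for DIO-LFD and 31424 for DIO-VSG. In the re-analysis, 0, 2 and 2 sites had an adjusted p under 0.05 by limma, in 0, 2 and 2 genes (5094, 6614 and 16433 sites at an unadjusted p under 0.05). The table holds 12627 gene symbols, fewer than the paper's value for DIO-VSG, so that value and the 75761 sites of the table are set side by side as sites. Of the alternatives set before the data were examined, leaving out DIO-HFD replicate 1 brought the DIO-VSG count to 22557 sites, in 5175 genes, which is within 1.5 times the paper's 31424. No such alternative closed the gap for CON-LFD or DIO-LFD, where leaving out that mouse gave 7852 and 9551 sites. Without any test, the log2 ratio of the group mean levels was 1 or more in size at 1093 sites for CON-LFD and 1325 for DIO-LFD, within 1.5 times the paper's values, and at 2735 for DIO-VSG. The offset of that ratio, 0.0001, was chosen after seeing the values.

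In Fig. 3D, read by eye, the paper's counts for CON-LFD are about 200 in promoters, about 190 in exons, about 370 in introns, about 150 in CpG islands and about 130 in upstream elements, where the re-analysis had 0 in each. For DIO-LFD, Fig. 3D gives about 270, about 300, about 480, about 240 and about 170, read by eye, in the same order, against 1, 0, 1, 1 and 1. For DIO-VSG, Fig. 3D gives about 4900, about 8500, about 16000, about 3000 and about 3600, read by eye, against 1, 0, 0, 1 and 1. A promoter of 2000 bp, the alternative set before the data were examined for this result, did not close the gaps. Leaving out DIO-HFD replicate 1 gave 3793, 7683, 10773, 3519 and 2873 sites for DIO-VSG, each within 1.5 times the paper's. It gave 1299, 2692, 3833, 1240 and 996 for CON-LFD and 1638, 3253, 4759, 1518 and 1280 for DIO-LFD, above the paper's. At an unadjusted p under 0.05, 2646 sites in CpG islands for DIO-VSG were within 1.5 times the paper's.

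Of the genes labelled in Fig. 3B, the paper places all past its threshold, and 1 of the 13 with a tested site, Ctnnb1, was past it here. Fitting only the 2 groups compared called 9 of them, among them Gm37256, Metap1, Nudt9, Ogdh, Strip2, Tmem9b and Zc3h6. Leaving out DIO-HFD replicate 1 called 12, those 9 with Fam53a, Rnf219 and Sox17. Fitting the level itself, or M with an offset of 0.1, called Metap1, Nudt9 and Tmem9b, and a minimum SD of 0.1 called 4 genes, among them Ctnnb1, Metap1 and Tmem9b. Leaving out DIO-LFD replicate 2 added Metap1 and Tmem9b to Ctnnb1, and leaving out DIO-LFD replicate 3 called 3 genes, Ctnnb1 and Tmem9b among them.

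The paper places all genes labelled in Fig. 3A to 3C among those with lower methylation than in DIO-HFD mice. For Fig. 3B, 12 of the 13 genes with a site in the table had a site with a log2 ratio of -1 or less, and Fam53a was higher in DIO-VSG mice at its site with the smallest p, by 11.5 percentage points. For Fig. 3A, 0 of the 5 genes with a site had a ratio of -1 or less, and Ano10 and P2rx4 were higher in CON-LFD mice by 9.54 and 8.65 percentage points (adjusted p = 0.666 and 0.680 by limma). With 1 mouse left out, those adjusted p-values ranged from 0.227 to 0.965 and from 0.504 to 0.953. For Fig. 3C, 1 of the 12 genes with a site had a ratio of -1 or less, Ctnnb1, and Nav1 was higher in DIO-LFD mice by 17.2 percentage points (adjusted p = 0.499, from 0.0111 to 0.811 with 1 mouse left out). Leaving out DIO-HFD replicate 1 called 4 of the 12, Ctnnb1, Eif4g3, Inf2 and Nav1, and 0 of the 3 tested genes of Fig. 3A. The table holds a site for 5 of the 8 genes labelled in Fig. 3A and for 12 of the 14 in Fig. 3C. Whether these panels rest on sites outside the table could not be checked, so the tallies cover only the sites it lists. The legend gives 4 mice per group, and the table holds 3 CON-LFD and 3 DIO-LFD mice.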

Other observations

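Of the tests below, those of true promoter methylation and of a diet or surgery effect at sites within CCGG were chosen only after the result was seen. The test of filled-in bases with the strands merged was added once a first form of it had failed, before its own value was seen. Its comparison with pairs outside CCGG was chosen after the result was seen. The strict form, all filled-in bases read as methylated and strands merged in equal parts, was also added after the values were seen.

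Other splits of the same mice also gave as many differing sites. With adjusted p under 0.05, 35 of the 35 splits of the CON-LFD and DIO-HFD mice gave at least 0 sites, which any split does, so this decides nothing. At the same threshold, 15 of the 35 splits gave at least 2 for DIO-LFD, 10 of 35 for DIO-VSG and 18 of 35 for DIO-VSG against DIO-LFD, the real split included. With unadjusted p under 0.05, 8 of the 35 splits gave at least 5094 sites for CON-LFD, 8 of 35 at least 6614 for DIO-LFD, 5 of 35 at least 16433 for DIO-VSG, and 4 of 35 at least 2608 for DIO-VSG against DIO-LFD. The counts other than the first were each reached in at least 5% of the splits. For the unadjusted count of DIO-VSG, the 4 other splits all exchange DIO-HFD replicate 1 for 1 DIO-VSG mouse, and the remaining 30 gave 1456 to 2203 sites.

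In promoter CpG islands, the 6631 sites within CCGG lay near 50% in all 14 mice, with a median of 49.8%, and 61.9% of them had a mean level from 40% to 60%. The 3772 other sites there had a median of 23.5%, and 16.4% of them lay in that range. Methylation of the promoter on 1 of 2 alleles would give neighbors the same level. In 520 pairs of a site within CCGG and another CpG within 50 bp, the former was higher by at least 30.5 percentage points in each mouse, which argues against it. End repair of MspI fragments adds cytosines at their ends, and these may be read as methylated. If 1 fragment end carried this, sites with only the left fragment of 40 to 170 bp would differ from those with only the right one. They differed by 0.730 percentage points, which argues against that form. If the strands of a site are merged, so that 1 of 2 reads a filled-in base, the level would lie midway between the neighbor and 100%. Over 6473 pairs, where neighbors were at 0% to 10%, 40% to 60%, 80% to 90% and 90% to 100%, the medians within CCGG were 50.8%, 72.6%, 86.9% and 92.0%. Midway, taken from pairs of sites outside CCGG, would be 54.3%, 75.1%, 92.2% and 95.4%. The medians lay below midway at all 7 levels of the neighbor, by at least 2.49 percentage points (95% interval over resampled chromosomes 1.61 to 3.40), which argues against filled-in bases all read as methylated with the strands merged in equal parts. The largest gap was 5.32 percentage points, and filled-in bases only partly read as methylated would also bring the level below midway. Other shares of filled-in bases were not tested, so a filled-in base with the strands merged stays open in that form. Reads and trimming were not analysed here.

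Levels at some of these sites differed between mice, as at the sites of Fig. 3B. Over the 12 sites of Fig. 3B within CCGG, the mean level was 18.0%, 39.4% and 14.7% in the CON-LFD mice, 43.8%, 38.7%, 38.3% and 39.8% in the DIO-HFD mice, 14.4%, 38.2% and 3.03% in the DIO-LFD mice, and 1.34%, 1.46%, 2.61% and 1.91% in the DIO-VSG mice. An effect of the diet or the surgery could give this. However, the study picked the genes, and the re-analysis their sites, on the DIO-VSG and DIO-HFD mice. A CON-LFD mouse at 39.4% also lay among the DIO-HFD mice. In 16 pairs where the site within CCGG was lower by at least 20 percentage points in DIO-VSG mice, its median difference was -25.9 percentage points, and that of its neighbors within 50 bp was -2.39. These pairs were chosen for the difference, so this neither shows nor excludes such an effect.

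A technical effect at the recognition sequence would make the difference between DIO-VSG and DIO-HFD mice larger within CCGG than at the neighbor in most pairs. It was larger in 20 of 48 pairs that differed by 20 percentage points, or 41.7% (two-sided exact binomial test, p = 0.312), which cannot decide it. Recovery of fragments outside 40 to 170 bp that differed between libraries would make the range between mice at least 2 times as large where a fragment lies outside that size. The largest ratio of the ranges was 1.5, but averages over many sites near 50% can hide levels that differ at a few sites, so this stays open. An effect of library preparation at the recognition sequence, recovery of fragments and an effect of the diet or the surgery on these sites cannot be told apart here, since the pairs are too few or were chosen for the pattern, and the ranges are averages.

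Mean methylation also varied among the 10 mice of the CON-LFD, DIO-LFD and DIO-VSG groups. A varying share of lymphocytes may contribute. The sites of the lymphocyte list, relative to sites of like level, fell as the mean level rose (Pearson r = -0.887, permutation p = 0.00218, adjusted 0.00654 over 3 lists, Spearman rho = -0.758, permutation p = 0.0160). For the adipocyte list r was 0.508 (permutation p = 0.118) and for the epithelial list 0.621 (permutation p = 0.0547). Without the 2 mice farthest from the median, r was -0.742 for the lymphocyte, -0.261 for the adipocyte and 0.270 for the epithelial list. With 7 of 26 lymphocyte genes covered, the check is void and the explanation stays open. The 10 mice come from 3 groups. No term for the group was fitted, so r may hold differences between the groups.

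The table lists 19 sites on chromosome Y with levels in these female mice, between a mean of 79.2% and 88.1% per mouse. Reads from copies elsewhere are a candidate source: the sequence around 19 of the 19 sites had a match of at least 95% identity over 90 bp outside chromosome Y. Median levels at promoter CpG island sites of chromosome X lay from 24.3% to 31.7% in the 14 mice. No biological explanation was tested for these sites.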
